# Transcriptional regulation of Hepatic Stellate Cell activation in NASH

**DOI:** 10.1038/s41598-019-39112-6

**Published:** 2019-02-20

**Authors:** Ann-Britt Marcher, Sofie M. Bendixen, Mike K. Terkelsen, Sonja S. Hohmann, Maria H. Hansen, Bjørk D. Larsen, Susanne Mandrup, Henrik Dimke, Sönke Detlefsen, Kim Ravnskjaer

## Abstract

Non-alcoholic steatohepatitis (NASH) signified by hepatic steatosis, inflammation, hepatocellular injury, and fibrosis is a growing cause of chronic liver disease, cirrhosis, and hepatocellular carcinoma. Hepatic fibrosis resulting from accumulation of extracellular matrix proteins secreted by hepatic myofibroblasts plays an important role in disease progression. Activated hepatic stellate cells (HSCs) have been identified as the primary source of myofibroblasts in animal models of hepatotoxic liver injury; however, so far HSC activation and plasticity have not been thoroughly investigated in the context of NASH-related fibrogenesis. Here we have determined the time-resolved changes in the HSC transcriptome during development of Western diet- and fructose-induced NASH in mice, a NASH model recapitulating human disease. Intriguingly, HSC transcriptional dynamics are highly similar across disease models pointing to HSC activation as a point of convergence in the development of fibrotic liver disease. Bioinformatic interrogation of the promoter sequences of activated genes combined with loss-of-function experiments indicates that the transcriptional regulators ETS1 and RUNX1 act as drivers of NASH-associated HSC plasticity. Taken together, our results implicate HSC activation and transcriptional plasticity as key aspects of NASH pathophysiology.

## Introduction

Obesity, insulin resistance, and type-2 diabetes drive an epidemic of non-alcoholic fatty liver disease (NAFLD)^1–3^. NAFLD has a global prevalence of 25% and its progressive form, non-alcoholic steatohepatitis (NASH), is now the most common cause of chronic liver disease^3^. Histologically, NASH is characterized by hepatic lipid accumulation, intralobular inflammation, and fibrosis^4^. Recent studies identify even early-stage hepatic fibrosis as an independent predictor of both overall and liver-related mortality for NAFLD patients^5–9^. Functional insight into the mechanisms underlying NASH, hepatic fibrogenesis, and extracellular matrix (ECM) turnover is therefore critical to the development of feasible treatment strategies and mortality reduction.

Fate-tracing experiments in mice have identified activated hepatic stellate cells (HSCs) as precursors for ECM-producing myofibroblasts in mice treated with carbon tetrachloride (CCl_4_), fed a methionine/choline-deficient (MCD) diet, or subjected to bile duct ligation^10^. Quiescent HSCs represent 5–10% of cells in the healthy liver and are activated upon autocrine and paracrine stimulation with growth factors and cytokines secreted from resident and infiltrating cells. Experimentally established inducers of fibrogenesis include TGFβ^11^, PDGFβ^12^, and CTGF^13^ signaling through their cognate receptors and integrins. Integrins also promote HSC activation by facilitating growth factor activation^14^ and as receptors for ECM components in mechanotransduction^15^. Upon receptor activation, signals are transduced by interlinked FAK-RHO, RAC and MAP-kinase pathways (reviewed in)^16,17^.

While it is recognized that activation and transdifferentiation of quiescent HSCs to myofibroblasts involves profound changes in gene expression, little is known about the transcriptional effectors of the above signals. The best described transcriptional regulators of HSC transdifferentiation are the transcription factors (TFs) SMAD3 and STAT3 conveying growth factor and cytokine signals to the genome^18,19^, but other transcriptional regulators, including YAP1^20^, GLI2^21^, AP-1^22^, SOX9^23^, and ETS family members^24,25^, may also be involved by activating key fibrogenic genes.

Several studies comparing *global* gene expression in quiescent and activated HSCs have been published in recent years^26–32^. Human or murine HSCs were activated *in vitro* or isolated from mice either treated with CCl_4_^29,30^, fed an MCD diet^29^, or infected with *Schistosoma japonicum*^31^. Currently, there are no reports firmly linking HSC activation to NASH-associated fibrogenesis and no data available on HSC gene expression in human NASH or pathophysiologically equivalent models of human NASH. Although an increasing number of studies include *global* analyses of hepatic gene expression in NAFLD and NASH^33–36^, none of these offer the cell type resolution to address NASH-associated HSC plasticity or the transcriptional basis for HSC activation.

By time-resolved gene expression profiling of isolated HSCs we here determine the transcriptional programs that define early HSC activation in diet-induced NASH in mice. By comparing with established models of HSC activation we show highly similar transcriptional dynamics in HSCs across models of *in vivo* activation and identify ETS1 and RUNX1 TF motifs as highly significant predictors of HSC gene induction in NASH and early fibrosis. Accordingly, we show that acute loss of ETS1 and RUNX1 function attenuates HSC activation.

## Results

### Hepatic stellate cell activation and induction of fibrosis by Western diet and fructose feeding

For diet-induced HSC activation, male C57BL/6J mice were fed a Western diet (Supplementary Table T1) supplemented with 42 g/L D-fructose (WD) in their drinking water for 6, 12, 16, or 24 weeks. Control mice were fed normal chow and pure drinking water. To compare mice of the same chronological age, WD feeding was initiated at 6, 14, 18, and 24 weeks of age, respectively, and continued until 30 weeks of age (Fig. 1A). At 30 weeks of age, mean body weights were 33.2 ± 2.4 g and 50.6 ± 2.6 g for chow-fed and 24-week WD-fed mice, respectively (Fig. 1B). Fasting blood glucose was initially significantly elevated by WD with the highest levels after six weeks (Fig. 1C) and later normalized. The biphasic trend in fasting glycemia likely reflects the onset of insulin resistance and subsequent compensation by the endocrine pancreas^37^. Age-matched, chow-fed mice showed no change in fasting blood glucose during the study.

**Figure 1:**
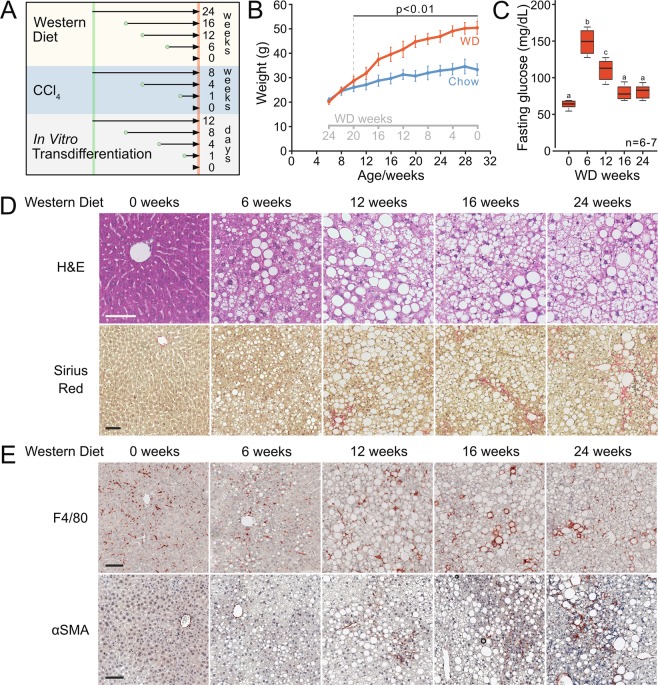
Western diet and fructose-fed mice recapitulate features of human NASH. (**A**) Experimental outline showing time courses for Western diet (WD)-feeding and CCl_4_-treatment of mice, and *in vitro* transdifferentiation of isolated HSCs. (**B**,**C**) Body weights (WD vs. chow; p <0.01) and fasting (16 hours) blood glucose of WD-fed mice (n =6–7). Means not sharing a letter are significantly different (p_adj_ <0.05, ANOVA, Tukey-adjusted). (**D**) Hematoxylin and Eosin (H&E) and Sirius red staining of FFPE liver sections from WD- or chow-fed mice (scale bars 100 μm). (**E**) F4/80^+^ and αSMA^+^ IHC on FFPE liver sections from WD- or chow-fed mice (scale bars 100 μm).

To compare our WD model to established models of HSC activation we treated separate cohorts of male C57BL/6J mice with CCl_4_, a known inducer of HSC activation and hepatic fibrosis in rodents^38^. CCl_4_ was given twice weekly for 1, 4, or 8 weeks, whereas control mice received vehicle for 8 weeks. Activation of HSCs was confirmed by the appearance of centrilobular αSMA expression over the 8 weeks of CCl_4_ treatment (Supplementary Fig. 1A). As a third, independent model, we induced activation and transdifferentiation of HSCs from healthy C57BL/6J mice to myofibroblasts *in vitro* (*IVT*). HSC transdifferentiation was achieved after 12 days in culture as assessed by αSMA immunofluorescence (IF) and phase contrast microscopy (Supplementary Fig. 1B,C). Representative FACS plots from our sorting of isolated HSCs are shown in Supplementary Fig. 1D.

Hepatic steatosis was prominent from 6 weeks of WD and increased over time, reaching steatosis score 3 in all but one case (Fig. 1D). Hepatocytes exhibit mainly macrovesicular steatosis, characterized by large lipid droplets and peripheral nuclei. As a morphological feature of NASH, inflammatory foci are observed within the steatotic lobules. In most cases, one inflammatory focus was observed per medium-power field. From 24 weeks of WD, localized, pericellular fibrosis is seen, mainly in zone 3, corresponding to Kleiner fibrosis stage I (Fig. 1D). These histological findings were recapitulated by label-free CARS/SHG microscopy (Supplementary Fig. 1E). Bridging fibrosis is observed in livers from CCl_4_-treated mice (Supplementary Fig. 1F).

Since WD led to intralobular inflammation and fibrosis, we assessed hepatic content of F4/80-positive (F4/80^+^) macrophages as well as smooth muscle actin-positive (αSMA^+^) myofibroblasts. Already after 6 weeks, redistribution of F4/80^+^ cells was seen, paralleling the overall change in tissue architecture (Fig. 1E). Coinciding with aggravated steatosis and steatohepatitis, F4/80^+^ cells formed crown-like structures (CLSs) around lipid-laden hepatocytes by WD week 12. CLS formation has previously been shown to correlate with hepatocellular injury in human NASH^39^ but were not observed in livers from CCl_4_-treated mice (Supplementary Fig. 1F). From WD week 12, discrete patches with αSMA^+^ cells became visible, likely reflecting the emergence of myofibroblasts (Fig. 1E)^40^.

Collectively, we show that WD and fructose feeding of C57BL/6J mice is a relevant model of human NASH with steatosis, crown-like structures and αSMA^+^ cells emerging after 12 weeks, and low-grade, pericellular fibrosis after 24 weeks.

### HSC transcriptional plasticity in Western diet and fructose-fed mice

Finding that WD induced hepatic αSMA expression and fibrosis, we wanted to examine the transcriptional plasticity of HSCs during WD-induced NASH development. We therefore isolated and FACS-sorted HSCs from WD-fed mice for gene expression profiling over the course of our experiment. 

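HSCs store vitamin A in the quiescent state and turn into matrix-producing myofibroblasts when activated. Libraries were made from sorted HSCs of mice fed WD for 12, 16 or 24 weeks and of chow-fed mice, with 4 libraries per group. For each library, the authors aligned the reads to mm10, counted them on the exons of each RefSeq gene with Homer and deposited the counts without adjustment. Reads of both strands were counted, with at most 3 reads per position. The WD table lists 23999 genes in 16 libraries. Total counts per library ranged from 2425443 to 6404105, with a median of 5218505. The 10 highest genes of a library held between 1.61% and 2.71% of its counts. A count of 3 corresponded to between 0.468 and 1.24 CPM (counts scaled to library size), and this limit covers counting error only. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, with all 16 libraries in the fit and Benjamini-Hochberg adjustment. The expression filter of edgeR kept 13510 genes. Genes are counted here without naming them, since the counts did not follow the genes that the listed identifiers name.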

Guided by our histopathology findings, we sequenced HSC mRNA from mice fed WD for 12, 16, or 24 weeks and from chow-fed control mice (WD, 0w) (n =4). In parallel, we sequenced mRNA from isolated HSCs from mice treated with CCl_4_ for 1, 4, or 8 weeks or vehicle (ctrl) (n =3–4) as well as from HSCs activated *in vitro* for 1, 4, 8, or 12 days (n =3). 

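The CCl_4_ table holds 14 libraries, with 4 from vehicle-treated mice and 3, 4 and 3 from mice treated for 1, 4 and 8 weeks. CCl_4_ is a solvent that injures hepatocytes. Total counts ranged from 2318311 to 7576527, with a median of 4568451. The IVT table holds 15 libraries, with 3 per time point. Its total counts ranged from 3556607 to 7568415, with a median of 6818959. The d0 libraries were the smallest of that experiment, with a median of 4994899. Both tables hold unadjusted exon counts made in the same way as for WD. Each experiment was fitted on its own, with 13513 genes tested for CCl_4_ and 13655 for IVT. A count of 3 corresponded to between 0.396 and 1.29 CPM in the CCl_4_ libraries and between 0.396 and 0.844 CPM in the IVT libraries. Each experiment was sequenced from its own cells and has its own control, so a difference between experiments cannot be told apart from a difference between their libraries.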

HSCs allowed to recover in suspension for two hours post isolation were used as *IVT* controls *(IVT*, d0).

Analysis of differentially expressed genes revealed profound differences between WD-activated and quiescent HSCs. 

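At 24 weeks of WD, 3239 genes were induced and 2241 were repressed against chow (n = 4 and 4). These genes had an FDR of at most 0.05 and a mean log2CPM above 2, and made up 44.7% of the 12270 genes above that expression threshold. The median log2FC was 1.74 for induced and -0.83 for repressed genes. At 12 weeks, 2505 genes were induced and 893 were repressed, and at 16 weeks 3709 and 3281. Of the genes induced at 12 weeks, 83.7% were also induced at 24 weeks, and no gene called at both had changed direction. Both comparisons use the same chow libraries, so error in that control can add to this agreement, and its share was not tested. The biological coefficient of variation was 0.3. Leaving out each library of the compared groups in turn gave between 2671 and 3304 induced and between 1364 and 2594 repressed genes. Requiring a change of at least 2-fold moved the counts most, to 2225 and 856. With the replicate letter as a block, 3251 genes were induced and 2455 were repressed. Libraries with the same letter deviated together from their group means with an average correlation of 0.111 across genes in these 2 groups.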

A total of 2947 genes were significantly induced (FDR ≤0.05; log_2_CPM >2) and 2017 genes significantly repressed by WD for 24 weeks (Fig. 2A). Similarly, CCl_4_ treatment and *in vitro* activation induced 2587 and 4160 HSC genes, respectively, while 2997 and 3636 genes were repressed. 

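After 8 weeks of CCl_4_, 2944 genes were induced and 3246 were repressed against vehicle (n = 3 and 4). After 1 week the counts were 1862 and 1328, and after 4 weeks 3127 and 3155. Of the genes called at 1 week and again at 8 weeks, 129 had changed direction. In HSCs activated in vitro for 12 days, 5252 genes were induced and 4676 were repressed against d0 (n = 3 and 3). These were 83.1% of the 11947 genes above the expression threshold. The counts were already 4719 and 4524 on d1. Of the genes called on both d1 and d12, 980 had changed direction. Libraries of d0 differed more from each other (chi-squared per degree of freedom 4.52 to 15.45) than those of d12 (1.3 to 1.67). The fit pooled the spread of all 15 libraries, which can understate that of d0. With only d0 and d12 in the fit, 4530 genes were induced and 4356 were repressed on d12. The biological coefficient of variation was 0.208 for CCl_4_ and 0.077 for IVT. The paper describes the cultures as technical triplicates and the sequenced RNA as biological replicates, so it is open whether the IVT value is the variation between wells or between mice, and the IVT counts are not directly comparable with those of mice. The split between induced and repressed genes depended on the scaling. With library totals in place of TMM factors, 3615 genes were induced and 2432 repressed by CCl_4_, and 6489 and 3501 in vitro.

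**Figure D1:**
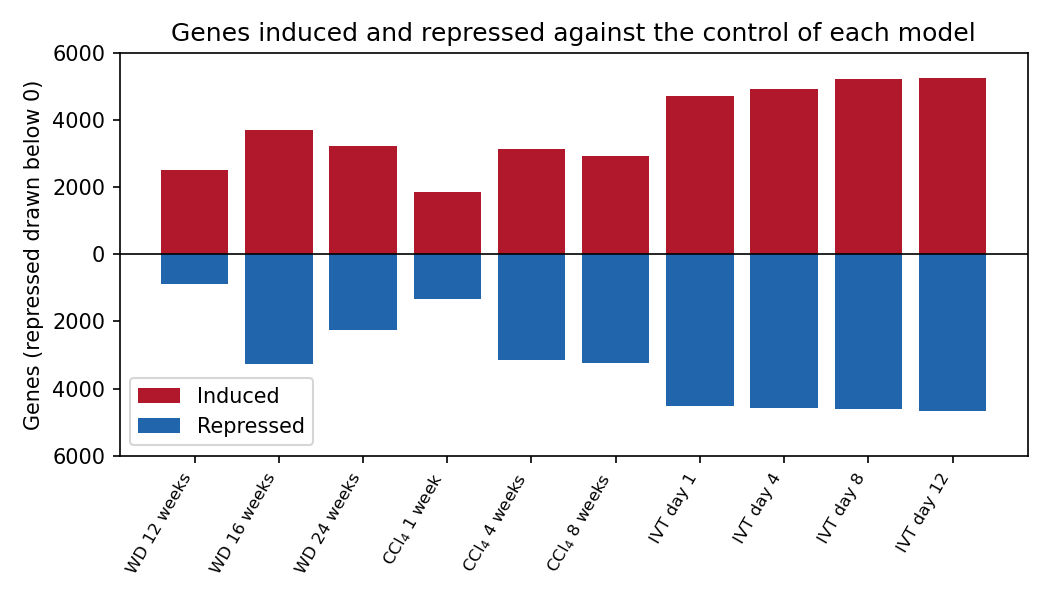
Number of genes induced (above 0) and repressed (below 0) at each time point against the control of its model. The bars for IVT are the highest, with 4719 to 5252 induced genes, and those for CCl_4_ after 1 week hold 1862 induced and 1328 repressed genes.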

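The expression distribution was summarized for each library by the median of log2(CPM + 1) over the genes tested. The median was 5.07 ± 0.032 (SD, n = 4) in chow-fed mice and 5.34 ± 0.015 (SD, n = 4) at 24 weeks of WD. This shift of 0.27 gave p = 0.029 in a two-sided exact permutation test over libraries, the smallest value this design allows. The medians were 5.23 ± 0.014 (SD, n = 4) with vehicle and 5.32 ± 0.058 (SD, n = 3) after 8 weeks of CCl_4_, with an exact permutation p of 0.029, again the smallest possible. In vitro, the medians were 4.94 ± 0.017 (SD, n = 3) on d0 and 5.14 ± 0.017 (SD, n = 3) on d12. With 3 libraries in each group the exact permutation p was 0.1 and could not be lower. In none of the 3 models did the medians of the compared groups overlap. After TMM scaling, the lower quartile rose by 0.61 in WD, 0.48 in CCl_4_ and 0.27 in vitro, while the upper quartile changed by 0.11, -0.05 and -0.10. Scaling sets the overall level of each library, so these values do not measure the total RNA of a cell. With library totals in place of TMM factors, the shifts of the medians were 0.281, 0.231 and 0.509. Including genes with low counts moved them to 0.61, 0.42 and 0.32.

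**Figure D2:**
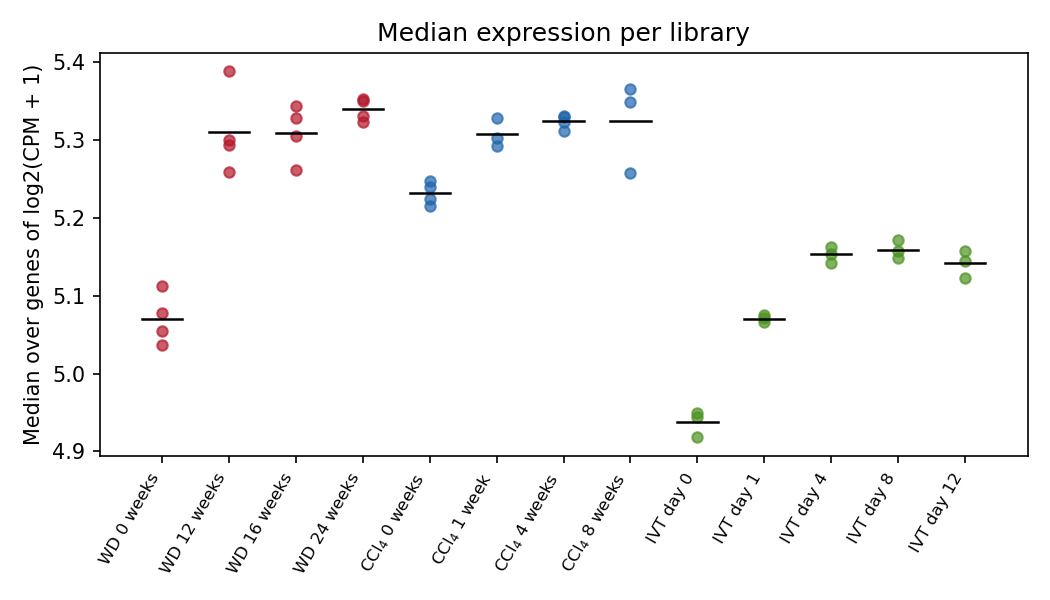
Median over genes of log2(CPM + 1) for each library (points) with the mean of each group (black line). The 4 chow-fed mice had a mean of 5.07 and the groups fed WD had means of 5.31, 5.31 and 5.34.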

Activated HSCs in all three models show shifts in gene expression distributions towards higher overall transcriptional activity (p <1E-15; Supplementary Fig. 2A). Importantly, K-means and hierarchical clustering of samples across models show highly similar changes in HSC gene expression in mice fed WD for 16 or 24 weeks and mice given CCl_4_ for 8 weeks (Fig. 2B and Supplementary Fig. 2B,D). This similarity is recapitulated in the principal component analysis where WD- and CCl_4_-samples align closely and where PC2 captures activation-associated changes common across all three models (Supplementary Fig. 2C). 

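Distances were computed between the group means of log2(CPM + 1) over the 3795 genes with an FDR of at most 0.01 between 24 weeks of WD and chow. The distance between WD at 24 weeks and CCl_4_ at 8 weeks was 98.3, the smallest from WD at 24 weeks to any group outside the WD experiment. For single libraries of these groups it ranged from 87.7 to 126.8, against 28.7 to 67.3 between libraries within the WD group. WD at 16 weeks lay at 20.4 from WD at 24 weeks and at 105.9 from CCl_4_ at 8 weeks. Chow lay at 160.6 and IVT d12 at 182.7 from WD at 24 weeks. Chow and vehicle lay at 27.7 from each other. k-means clustering of the 45 libraries with 3 clusters put all WD-fed mice in one cluster, all CCl_4_-treated mice in another, and all controls with the cultured HSCs in the last. With 2 clusters, the 7 libraries of WD at 24 weeks and CCl_4_ at 8 weeks fell together. Removing the mean of each experiment from every gene reduced the distance between these groups to 25.2. That between WD at 24 weeks and IVT d12 fell to 53.2, while that between chow and vehicle rose from 27.7 to 87.4. Most libraries of each experiment were treated or cultured. Removing the mean therefore by itself draws the activated groups together and sets the controls apart.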

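In a principal component analysis of the 45 libraries over 12691 genes, PC1 held 48.8% and PC2 20.2% of the variance. The mean PC2 score rose by 116.5 from chow to 24 weeks of WD, by 120.6 from vehicle to 8 weeks of CCl_4_ and by 131.6 from d0 to d12 in vitro. In each model every activated library lay above every control library. The exact permutation p, two-sided, was 0.029 for WD (n = 4 and 4), 0.029 for CCl_4_ (n = 3 and 4) and 0.1 in vitro (n = 3 and 3), each the smallest the design allows. PC1 moved by -109.2 in WD and by -54.3 in CCl_4_, and by 52.2 in vitro. At 24 weeks of WD the PC2 scores ranged from 2.8 to 67.1 and the SD was 31.5 (n = 4). The SD on d12 in vitro was 0.8 (n = 3). After the mean of each experiment was removed, the changes common to the models were on PC1, where the shifts were 149.8, 140.6 and 91.8. PC2 then fell by 60.6 in WD and rose by 146.7 in vitro. The paper states that PC2 captures changes of activation common to the models.

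**Figure D3:**
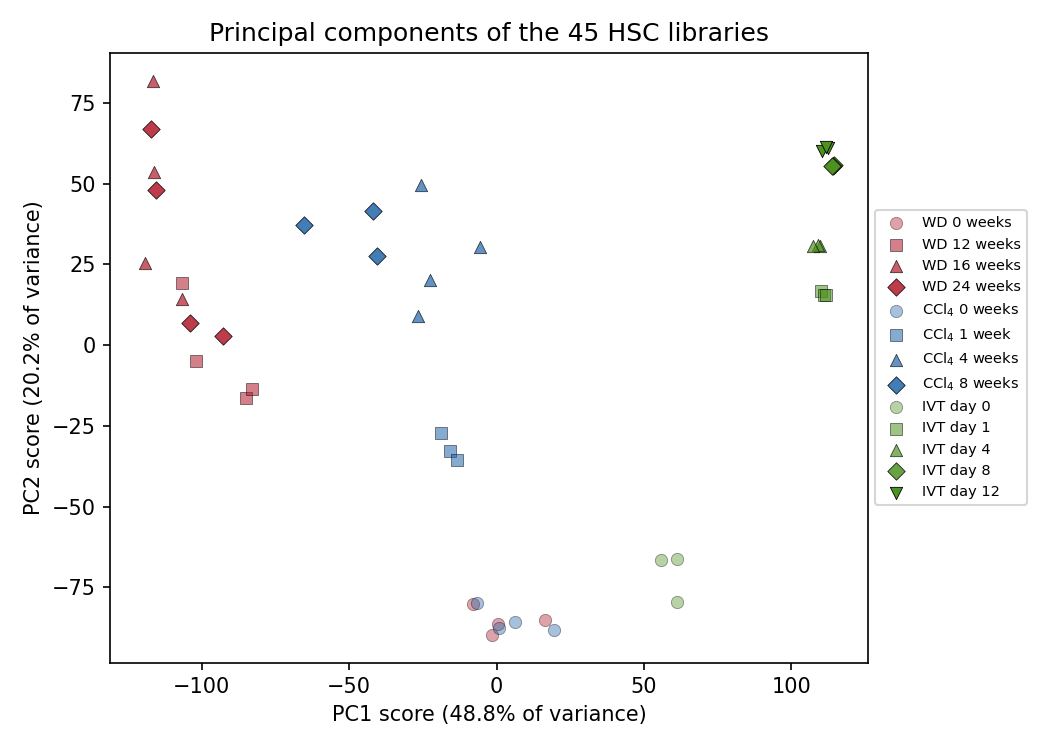
PC1 and PC2 scores of the 45 libraries, coloured by model and marked by time point. The control libraries have the lowest PC2 scores, with group means of -85.3 for chow, -85.2 for vehicle and -70.6 for d0.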

Expression of key HSC activation markers for all three models are shown in Supplementary Fig. 2E.

**Figure 2:**
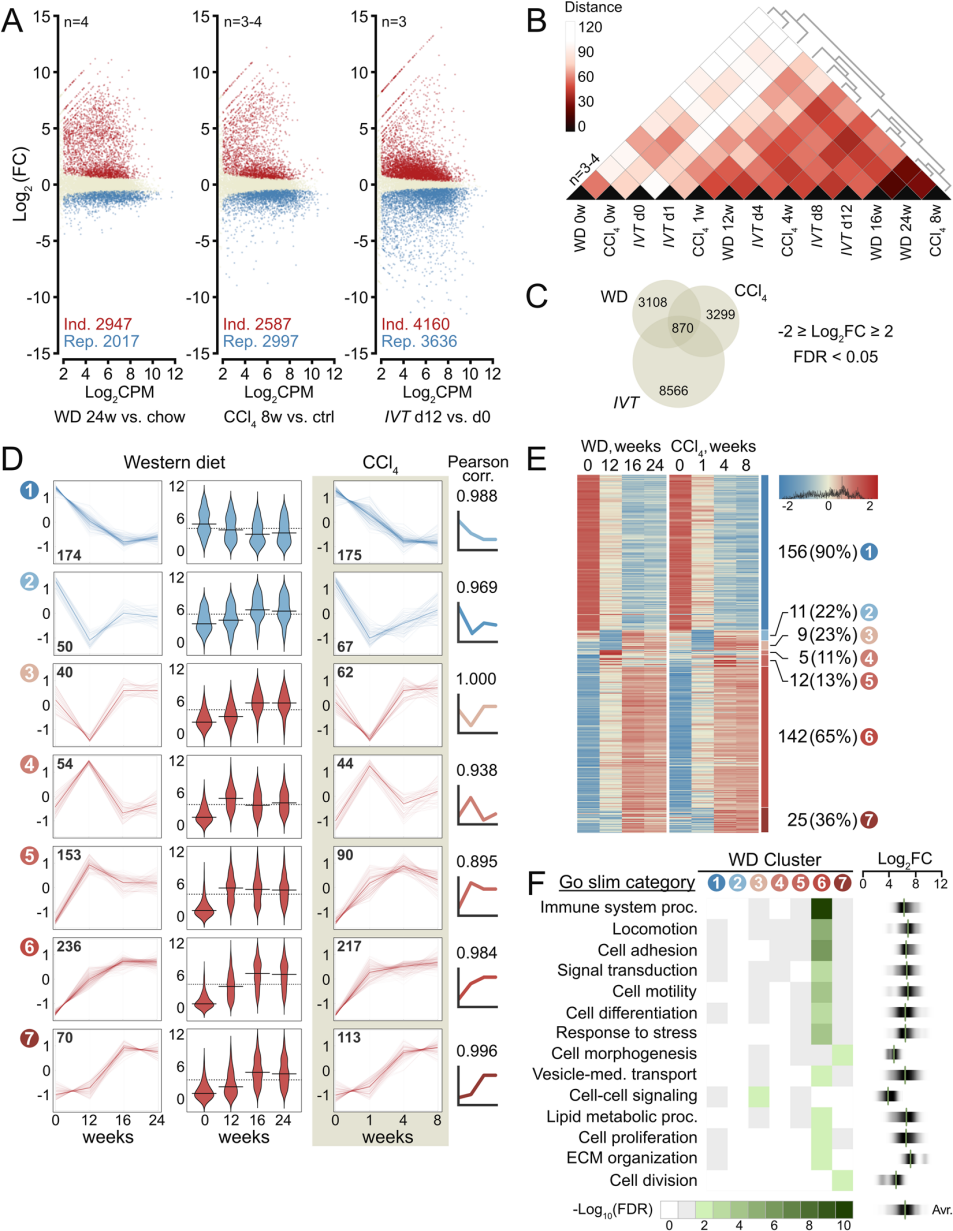
Time-resolved transcriptomic analysis of HSC activation. (**A**) Log_2_FC for all expressed genes in WD, CCl_4_, and *IVT* experiments relative to controls (log_2_CPM >2). Induced and repressed genes (FDR ≤0.05), shown in red and blue, respectively. Gene numbers are indicated. (**B**) Distance plot and k-means clustering of all samples of the three experiments based on genes differentially expressed (FDR ≤0.01) between HSCs from 24w WD- and chow-fed mice. (**C**) 870 *common* genes induced ≥4-fold (FDR <0.05), between any two time points in all three experiments, or repressed ≥4-fold (FDR  <0.05). (**D**) *Common* genes clustered by profiles of variance-stabilized, scaled exon counts through WD and CCl_4_ experiments. Gene counts and mean aggregate profiles are shown (bold line). Pearson’s correlation coefficient of mean aggregate profiles are shown for cluster pairs. Middle panel bean plots show normalized log_2_(RPKM) values and medians for each WD cluster. Dashed lines show average log_2_(RPKM) values across time course. (RPKM: Reads Per Kilobase of transcript per Million mapped reads). (**E**) Exon counts for 360 genes in WD clusters 1–7, which are *shared* with corresponding CCl_4_ clusters. Number of *shared* genes in each cluster pair, percent of parent WD cluster, and cluster numbers (circles) are shown. (**F**) Enriched (green; FDR ≤0.01) go-slim categories and -log_10_(FDR) values for each WD cluster. *Common* genes expressed at RPKM ≥10 at any time point in the three experiments are included in the go-analysis. Density strip plots show distributions and median log_2_FC values (24w WD vs. chow) for genes of enriched go-slim categories within respective clusters. All values are averages of 3–4 biological replicates.

To focus on functionally significant changes in HSC gene regulation upon WD-feeding we identified co-regulated genes across our three models with similar *topographies* during HSC-activation. First, we extracted genes robustly regulated across our experimental models. A total of 870 *common* genes were activated at least four-fold in all three models or were four-fold repressed (Fig. 2C; FDR <0.05). 

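A gene was taken as induced in a model when a later time point was at least 4-fold above an earlier one with an FDR under 0.05, and as repressed in the same way. By this definition, 2464 genes were regulated in WD, 2234 in CCl_4_ and 4401 in vitro. Of these, 374 were induced in all 3 models and 109 were repressed in all 3, giving 483 common genes. WD and CCl_4_ shared 1039 induced genes, of which 665 were not induced in vitro. Regulation in all 3 models without regard to direction held for 621 genes. With only the latest time point set against the control, 287 genes were common. Leaving out each replicate letter in turn gave between 421 and 538 common genes. Without the filter on low counts, 715 genes were common.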

We then subjected these 870 genes to unsupervised time-course clustering^41^ entering variance-stabilized, scaled expression values from the WD time course. 

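The 483 common genes of the present counts were clustered by their group means in the WD time course with PAM, using variance-stabilized and scaled counts and 8 clusters. After removal of the 10% of genes least correlated with their medoid and of the smallest cluster, 425 genes remained in 7 clusters. Their sizes were 126, 83, 71, 64, 52, 18 and 11. The average correlation of a gene with the mean profile of its cluster was 0.994. Of these genes, 336 were in the 5 clusters that ended above their start and 89 were in the 2 clusters that ended below it. Each profile consists of 4 group means.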

PAMK clustering by Pearson’s correlation distance metrics returned seven clusters of genes with highly congruent expression profiles over the course of WD feeding (Fig. 2D; avr. pearson =0.968). The 10% least fitting genes and a single cluster containing only six genes were discarded during the analysis. The number of genes in each cluster is indicated and the mean aggregate profile for each cluster is shown in bold. Bean plots show log_2_-transformed RPKM values for genes in each WD cluster.

We next reran the clustering algorithm using HSC gene expression values from our CCl_4_ time course (Fig. 2D). 

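The same clustering of the CCl_4_ time course kept 428 genes in 7 clusters, with an average correlation of 0.989 to the cluster mean. The clusters of both models held 381 genes in common. The 4 group means of a common gene in WD and in CCl_4_ correlated with a median of 0.932 across genes, with quartiles of 0.832 and 0.973. Genes are not independent replicates, so no p is given. When the WD profile of an induced gene was set against the CCl_4_ profile of another induced gene, the median correlation was 0.918.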

Remarkably, the resulting seven gene clusters show topographies highly similar to the WD-clusters despite the distinct time courses and profoundly different histopathology of the two models. We paired WD and CCl_4_ clusters based on prototype similarities (Pearson’s correlation; Fig. 2D, right) and extracted 360 *shared* genes present in both WD and CCl_4_ clusters of the resulting pairs (Fig. 2E). Two cluster pairs in particular, 1 and 6, show highly significant overlaps with 156 (90% of WD cluster 1) and 142 (65% of WD cluster 6) shared genes, respectively (see Supplementary Table T2 for hypergeometric probabilities and T5 for list of genes).

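Pairing the clusters by their mean profiles gave correlations above 0.9 for 6 of the 7 pairs, and of -0.224 for the other pair. Since 5 WD clusters but 4 CCl_4_ clusters rose, one such mismatch is forced by pairing them one to one. The pairs shared 132 genes, against 74 expected from the cluster sizes alone over the 381 genes in clusters of both models. The largest induced pair shared 65 genes, which were 51.6% of its WD cluster, with 46.2 expected. The largest repressed pair shared 31 genes, which were 43.7% of its WD cluster, with 6.0 expected. These expected numbers ignore direction, but the common genes were selected to change in the same direction in all models. All 300 genes in rising WD clusters that were also in CCl_4_ clusters were in rising ones there. The excess over the expected numbers can therefore come from the selection, and no expectation within a direction was computed. The numbers of shared genes depended on the clustering. With average linkage in place of PAM, the induced pair shared 156 genes and the repressed pair 79. Leaving out each replicate letter in turn gave between 19 and 36 shared induced and between 9 and 53 shared repressed genes. None of the 65 shared induced genes was in the induced pair without replicate A, without replicate D, with log2(CPM + 1) or with no genes removed. Without replicates B and C, 1 and 7 of them were. With 7 clusters 63 of them were kept, and with common genes from the exact test also 63. With average linkage 62 were kept, and with 9 clusters 33.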

The striking similarity in temporal gene expression profiles across models of HSC activation indicates the existence of core transcriptional programs and prompted us to perform functional enrichment analyses of each cluster of WD-regulated genes. To include only robustly expressed genes in the analyses we applied a threshold of RPKM ≥10 at any time point in our three models. Gene ontology (GO) analysis of each WD cluster revealed 14 enriched GO-Slim categories (FDR ≤0.01), 11 of which are enriched for genes in cluster 6 (Fig. 2F). Among these categories are *immune system process*, *cell adhesion*, and *ECM organization*, which recapitulate findings from human NASH and independent murine NASH models^33,35,36^. Other categories; *locomotion*, *cell differentiation*, and *cell proliferation* specifically reflect HSC activation and were not identified in whole liver datasets. Density strip plots show median log_2_ fold changes (FC) at WD 24w vs. chow of genes in each GO-Slim category within the respective cluster. Notably, no categories are enriched among the repressed genes of the highly conserved WD cluster 1. Median log_2_FC values across all enriched GO-Slim categories therefore average to 6.28 in keeping with the overall increase in transcriptional activity upon HSC activation in NASH.

We here show the profound transcriptional plasticity in HSCs during murine NASH development. 

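Fold changes were compared across genes between the latest time point of each model and its control. WD and CCl_4_ log2FC values correlated with a Pearson's r of 0.791 and a Spearman's rho of 0.737 across 12978 genes. WD and IVT correlated with an r of 0.315 and a rho of 0.321 across 12377 genes, and CCl_4_ and IVT with an r of 0.443 and a rho of 0.411 across 12608 genes. Single library pairs gave r values between 0.63 and 0.792 for WD and CCl_4_ and between 0.241 and 0.32 for WD and IVT. Genes are not independent replicates, and no p is given. Of the 3543 genes called in both WD and CCl_4_, 3455 changed in the same direction. A test of the difference between the WD and CCl_4_ effects, with all 30 in vivo libraries in one fit, gave 1276 genes. The WD effect was the higher one for 809 of them and the lower one for 467. Splits of the libraries did not settle whether chance groupings give as many. Among the genes called in both models, 235 (6.6%) differed between them.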

By time-resolved transcriptomic analyses of HSCs through disease development we have discovered the orchestrated induction of a core myofibroblastic program remarkably conserved across models of HSC activation.

### ETS1 and RUNX1 are putative fibrogenic drivers in NASH

Having found clusters of genes linked to key pathophysiological processes and co-regulated across models of HSC activation, we set out to identify central transcriptional regulators. We used motif finding algorithms^42^ to discover enriched TF binding motifs within promoters of the *shared* genes in our cluster pairs. Significantly enriched TF binding motifs were found only in promoters of the 142 *shared* genes of WD and CCl_4_ cluster 6 (Supplementary Table T3). Of 19 motifs, 12 are ETS TF family motifs (ETS1-*like*), one is the RUNX1 motif, and six are bZIP-TF (e.g. AP-1) motifs. Notably, two-thirds (90) of the 142 promoters have one or more ETS1-*like* motif, 21 promoters have RUNX1 motifs, and 24 have bZip/AP1 motifs (Fig. 3A). Motif logos generated from the actual promoter sequences are shown for top motifs. While all ETS1-*like* motifs are canonical *in vivo* motifs of the ETS family Class-I TFs^43^, 59 were specifically identified as cognate ETS1 sites. The significance of this distinction, however, is unclear given the known redundancy of ETS family TF binding in promoter regions^44^. Comparing induction of the *shared* cluster 6 genes from WD and CCl_4_ model HSCs, we find that genes with dual ETS1-*like*/RUNX1 or ETS1-*like*/AP-1 motifs show a particularly strong correlation between models (R^2^ =0.78; Fig. 3B). This further strengthens the notion that cluster 6 genes constitute a conserved transcriptional program in activated HSCs *in vivo* and points to the ETS family TFs, RUNX1, and AP-1 dimers as putative regulators hereof.

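For the 65 induced genes shared by the paired WD and CCl_4_ clusters of the present counts, the log2FC values of WD and CCl_4_ gave an R2 of 0.479 across genes. Single pairs of libraries gave values between 0.371 and 0.601, with an SD of 0.066 (n = 12 pairs). The median log2FC was 5.81 in WD, 5.87 in CCl_4_ and 3.21 in vitro. Over all 483 common genes, induced and repressed together, the R2 was 0.775. Over the 374 common induced genes it was 0.323, and over the 31 shared repressed genes it was 0.025. Clustering again without each replicate letter gave R2 values between 0.221 and 0.646, but over other shared induced genes, of which at most 7 were among the 65. The paper proposes that the genes of cluster 6 form a conserved program in HSCs activated in vivo, and sees this strengthened by genes with dual motifs, which were not analysed here.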

**Figure 3:**
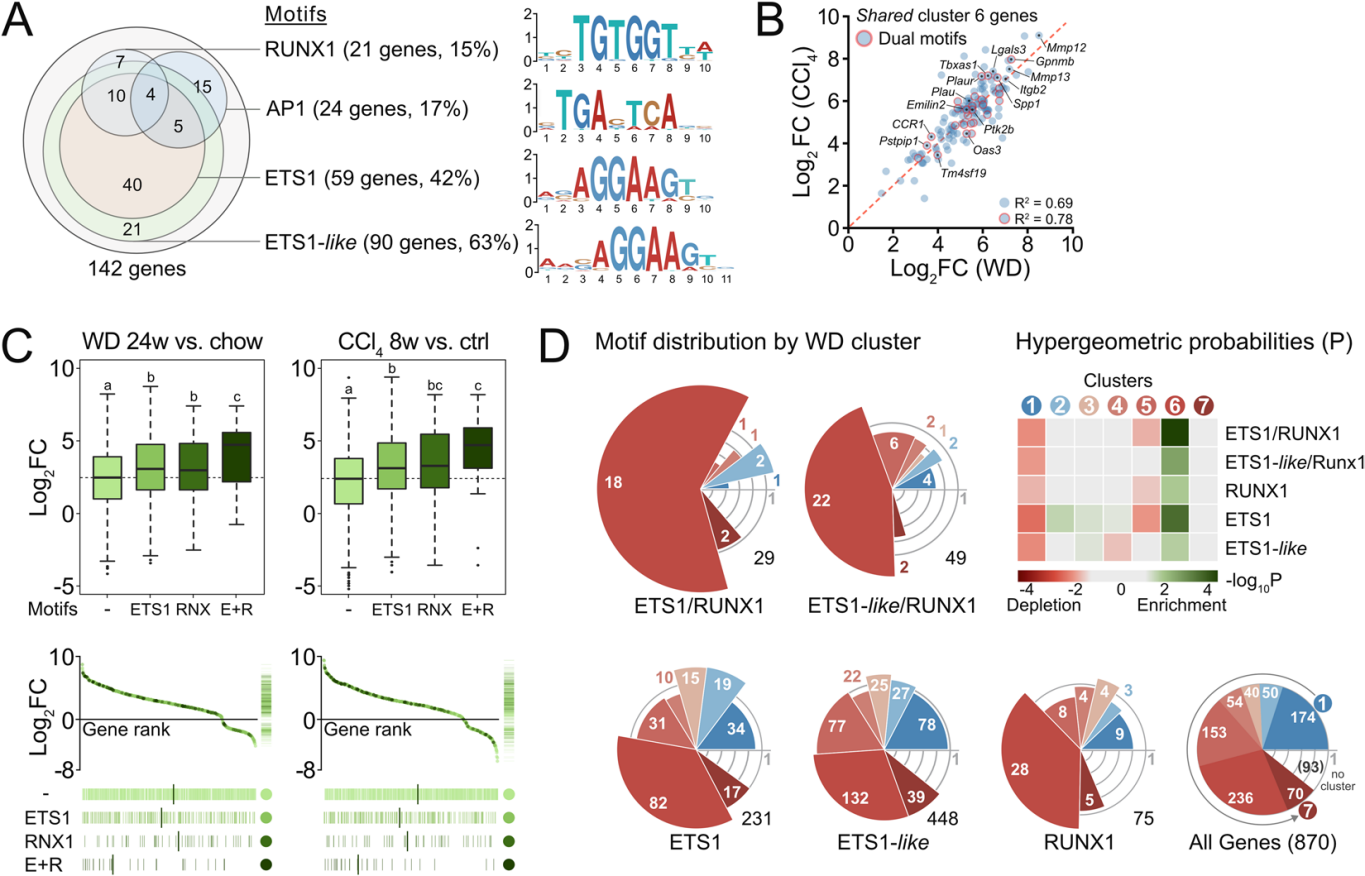
ETS1 and RUNX1 motifs predict HSC gene induction in NASH. (**A**) Proximal promoters (−300; +50) of *shared* genes in WD and CCl_4_ clusters 6 with putative RUNX1, AP-1, ETS1 and ETS1-*like* sites. Motif logos generated from putative binding sites in corresponding promoters. (**B**) Correlation of log_2_FC values for *shared* genes of WD and CCl_4_ clusters 6 with indication of genes with dual ETS1/ETS1-like and RUNX1 or AP-1 motifs. (**C**) Log_2_FC in expression of the 870 *common* genes in WD and CCl_4_ experiments grouped by the presence of putative ETS1 (231 genes) and RUNX1 (Rnx; 75 genes) binding sites or both (E + R; 29 genes). Dashed horizontal lines indicate average log_2_FC for all *common* genes in experiment. Means not sharing a letter are significantly different (FDR <0.05, pairwise Wilcoxon rank-sum test, Benjamini-Hochberg corrected). Lower panel: Rug plots showing genes ranked by log_2_FC and shaded by motif. Median rank shown for each motif group. (**D**) Distribution of genes with ETS1, ETS1-*like*, and RUNX1 motifs over WD clusters. Slices color-coded by WD cluster and showing number of genes with motifs. Slice areas scaled by enrichment of motif-containing genes in respective cluster over all *common* genes with motifs (numbers in black). Heat map shows hypergeometric probabilities (P) of the distribution of genes with motifs across clusters. “No cluster” refers to 10% least fitting *common* genes. All values are averages of 3–4 biological replicates.

For each HSC activation model, we also compiled all genes with increased or reduced expression between any two time points and performed motif enrichment analysis either of all the genes or the genes induced or repressed exclusively in that model and not the others (Supplementary Fig. 3A). 

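Between any pair of time points and with the thresholds used for Fig. 2A, 4271 genes were induced in WD, 5226 in CCl_4_ and 9136 in vitro. Of these, 840 (19.7%), 645 (12.3%) and 4629 (50.7%) were induced only in that model. Repressed genes numbered 3639 in WD, 5224 in CCl_4_ and 9085 in vitro, of which 265 (7.3%), 595 (11.4%) and 4276 (47.1%) were repressed only there. A gene that rose between some time points and fell between others was counted in both directions. With 13655 genes tested in vitro, many genes must be in both sets. A gene induced only in a model was not induced in the others, but could be repressed there. With a threshold of 4-fold, 889 of 2146 genes (41.4%) were induced only in WD. The share was 18.8% in CCl_4_ and 63.5% in vitro. For repressed genes it was 31.3% in WD, 34.8% in CCl_4_ and 83.3% in vitro. The mean log2(CPM + 1) of the 889 genes was 1.89 ± 0.35 (SD, n = 4) in chow-fed mice. It was 4.94 ± 0.65 (SD, n = 4) at 12 weeks and 4.59 ± 0.35 (SD, n = 4) at 24 weeks of WD. It was 2.21 ± 0.27 (SD, n = 3) after 8 weeks of CCl_4_ and 1.22 ± 0.02 (SD, n = 3) on d12 in vitro. A gene called in one model and not in another is not thereby shown to differ between them. Of the 1937 genes called at 24 weeks of WD and not at 8 weeks of CCl_4_, 570 differed in the test of the 2 effects.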

Specifically, in genes induced in WD-fed mice we see motifs for hepatocyte nuclear factors HNF1A, HNF1B, and HNF4A as well as the peroxisome proliferator-activated receptor alpha (PPARA); TFs usually not associated with HSCs. WD-feeding led to massive steatosis and we speculate that mRNA from disrupted hepatocytes and co-fractionation of triglyceride-rich debris with our HSCs may have resulted in increased numbers of hepatocyte-derived transcripts. Indeed, also transcript levels for these hepatocyte-specific TFs are increased in sequencing libraries from WD-fed mice but still very low relative to levels in whole liver (Supplementary Fig. 3B). By comparison, HSC transcripts of Desmin (*Des*), Lecithin-retinol acyltransferase (*Lrat*), Retinol-binding protein 1 (*Rbp1*), and Vimentin (*Vim*) are highly enriched relative to whole liver. While the broader enrichment analysis gives a wide array of motifs for further validation, our stringent analysis of *common* genes guided by temporal expression profiles identifies core motifs shared across all three models and reduces experimental noise. A heat map with hierarchical clustering of the enriched motifs based on their similarities (Pearson’s correlation) is shown in Supplementary Fig. 3C.

By grouping the *common* 870 genes regulated ≥4-fold in all three models (see Fig. 2C) by the presence of either motif or their combinations we find a strong correlation between these motifs and gene induction. Genes with either ETS1 or RUNX1 (RNX) motifs in their proximal promoters were significantly more induced in HSCs upon *in vivo* activation by WD or CCl_4_ than genes without (Fig. 3C). In particular, genes having both ETS1 and RUNX1 (E + R) motifs show a median log_2_FC of 4.72 (WD 24w vs. chow) compared to 2.50 for genes without these motifs. These gene subsets show median log_2_FCs of 4.69 and 2.40, respectively, in HSCs from CCl_4_-treated mice suggestive of a general mechanism across models. Correspondingly, individual genes with both motifs rank considerably higher in inducibility than genes with either motif alone or no motif (Fig. 3C). A significant effect of the AP-1 motif but no motif cooperativity is observed for regulated genes with dual ETS1 and AP-1 motifs in our *in vivo* models (median log_2_FC =3.41 (WD) and 3.49 (CCl_4_); Supplementary Fig. 4A) prompting us to focus on the ETS1-RUNX1 cooperativity.

A closer look at motif distributions across WD gene clusters reveals a strong enrichment of genes with dual ETS1/ETS1-*like* and RUNX1 motifs in the induced WD cluster 6 and a significant depletion in the repressed cluster 1 (Fig. 3D). Of the 29 ETS1 and RUNX1 dual motif-containing genes, 18 belong to WD cluster 6. Genes with individual motifs exhibit a similar cluster-distribution indicating a causal role of these motifs and their combinations in defining HSC gene expression profiles in NASH. In support of such functional roles for ETS1 and RUNX1 in HSC activation, enrichment of ETS1 and RUNX motifs is replicated for genes falling into the previously identified Go-Slim categories (Supplementary Fig. 4B). Of note, induction of Runx1 itself (log_2_FC =3.0; WD 24w vs. chow and log_2_FC =4.1; CCl_4_ 8w vs. ctrl) may contribute to a sustained expression of RUNX1 motif-containing genes beyond HSC activation.

The 26 murine ETS family members are grouped into four classes by their *in vitro* DNA binding specificities^43^ but exhibit redundant binding determined by promoter context^44–46^. To narrow down candidate factors that could induce genes through putative class-I ETS TF binding sites in HSCs we assessed expression levels of all Ets family members in our models. *Ets1* and *Ets2* have the highest overall expression levels (Fig. 4A) with both being reduced upon HSC activation (Fig. 4B). Class III family members *Spi1* (*PU.1*) and *SpiC* appear induced upon HSC activation *in vivo* but are absent *in vitro*. Both TFs are known drivers of myeloid cell specification^47^ and are highly expressed in macrophages. They may either be selectively induced in HSCs *in vivo* or reflect traces of macrophage mRNA in our HSC preparations. The latter and more likely possibility again underscores the importance of applying the *IVT* model as ‘filter’ in our analyses. Comparisons of ETS family expression profiles to available datasets from cultured and passaged human HSCs reveal strict conservation across species (Fig. 4A; *Hs1-3*). hETS1 and 2 are highly expressed together with the class-I members hELK1, hELK3, hERF, and hETV5 whereas the class-III and -IV family members are not expressed in cultured human HSCs.

**Figure 4:**
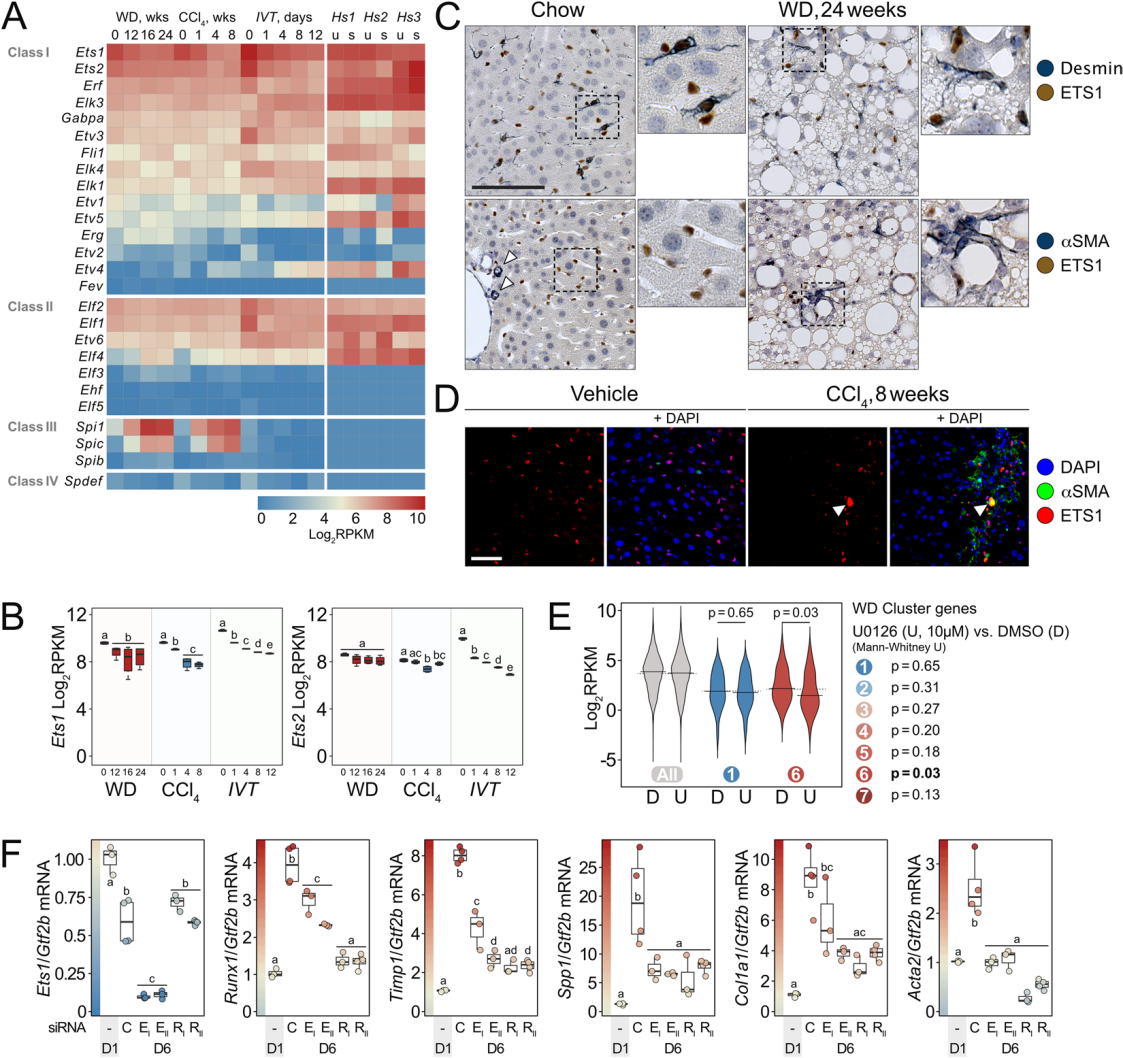
Loss of ETS1 and RUNX1 functions abates HSC transcriptional plasticity. (**A**) Heat map of unscaled log_2_RPKM values for 26 murine ETS TF genes across all three experiments and average log_2_RPKM values of human paralogues in cultured, stimulated (s) or unstimulated (u) human HSCs (*Hs*). *HS1*: GSE68108; *HS2*: GSE78853; *HS3*: GSE101343. Within each class, genes are ordered by *in vivo* expression averages. (**B**) Log_2_RPKM of *Ets1* and *Ets2* genes through all three experiments. Means within experiments not sharing a letter are significantly different (FDR <0.05, edgeR exact test for overdispersed data). (**C**) Double IHC of ETS1 (brown) and Desmin (blue, top row) or αSMA (blue, bottom row) on FFPE liver sections from mice fed WD for 24 weeks or chow (scale bar 100 μm). Small images show 2.5x magnifications of indicated areas. White arrows indicate αSMA^+^ media myocytes as staining control. (**D**) IF of ETS1 and αSMA in liver sections from CCl_4_- (8w) and vehicle-treated mice with or without DAPI. Arrows indicate non-specific signal from an autofluorescent cell (scale bar 50 µm). Background fluorescence was reduced using Huygens Software v. 16.10. (**E**) Log_2_RPKM values of genes (avr. RPKM >1) in mouse HSCs cultured for 6 days in the presence of DMSO (D) or 10 μM U0126 (U). Bean plots shown for all genes, genes belonging to WD cluster 1 or 6, respectively and p-values (U0126 vs. DMSO) shown for all WD clusters. (**F**) qPCR analysis of primary, siRNA-transfected murine HSCs (C: Universal control siRNA, E_I_/E_II_: siEts1 I and II, R_I_/R_II_: siRunx1 I and II). Transfected cells harvested on day 6 post isolation (D6) and mRNA levels of indicated genes normalized to *Gtf2b* expression and day-1 controls (D1). Means not sharing a letter are significantly different (p_adj_ <0.05, ANOVA, Tukey-adjusted). All values are averages of 3–4 biological replicates.

Double-IHC analyses of livers from WD- and chow-fed mice clearly demonstrate co-expression of nuclear ETS1 and cytosolic Desmin (Fig. 4C top). Desmin is an established marker of rodent HSCs^48,49^ here enclosing the characteristic cytosolic lipid droplets. Importantly, in livers from WD-fed mice, nuclear ETS1 is found in αSMA^+^ cells (Fig. 4C bottom). ETS1^+^/αSMA^+^ cells appear closely associated with the crown-like structures and themselves form structures around highly lipophagic hepatocytes. ETS1^+^ cells expressing neither Desmin nor αSMA are seen in all sections. Based on their tissue distribution we deduce that these are endothelial cells.

We readily detect nuclear ETS1 protein also in livers from CCl_4_-treated mice (Fig. 4D). Nuclear ETS1 expression is restricted to non-parenchymal cells mainly in areas of αSMA expression. Taken together, the consistent detection of nuclear ETS1 in both quiescent and activated HSCs in livers of our two *in vivo* models supports the involvement of ETS1 in NASH-associated HSC activation.

We finally wanted to test our premise by blocking ETS1 and RUNX1 functions and assess if HSC plasticity was compromised. The reported redundancy between ETS family members led us to initially intervene in MEK/ERK signaling immediately upstream of ETS1^50^. To examine the direct effects on HSCs, we exposed isolated HSCs to the selective MEK inhibitor U0126^51^ for six days during *in vitro* activation and surveyed global gene expression. Focusing on genes expressed *in vitro* (avr. RPKM >1), we evaluated which of the identified WD clusters 1–7 were impacted by MEK inhibition. In keeping with our hypothesis, MEK inhibition significantly repressed the induction of WD cluster 6 (p < 0.03; Fig. 4E) but had no significant effects on the other clusters. These are independent tests of individual clusters and p-values are hence not adjusted for multiple testing. The effects of MEK inhibition on HSC activation-markers, proliferation-associated genes, and key ETS1 motif-containing genes are shown along with gene cluster affiliation and ETS1 motif position in Supplementary Fig. 4C. The expression of HSC activation markers *Timp1*, *Spp1*, *Mmp3*, and *Gas6* was significantly reduced upon MEK inhibition (FDR <0.05) whereas the reduction in *Acta2* and *Col1a1* expression failed to reach significance. Unlike *Col1a1*, expression of other collagens exemplified by *Col3a1* and *Col5a2* showed no tendency toward repression. As expected, expression of *Egr1*, *Ccnd1*, *Top2a*, *Cenpe*, and *Rrm2* was repressed by U0126 indicating a steep decline in proliferation capacity.

We then proceeded with siRNA-mediated knockdown of ETS1 and RUNX1. Primary HSCs were transfected with siRNAs two days post isolation and harvested 96 hours later. Two siRNA oligos were used for each TF. RT-qPCR quantification of mRNA shows that selective knockdown of either ETS1 or RUNX1 potently blocks the induction of myofibroblast genes (Fig. 4F, p_adj_ <0.05) including *Timp1* and *Spp1* of cluster 6. Notably, ETS1 knockdown also impedes the induction of the *Runx1* gene (p_adj_ <0.05). These acute effects agree with the effects of MEK inhibition and demonstrate the direct involvement of ETS1 and RUNX1 in HSC activation. The very low expression of *Spi1* (PU.1) in HSCs was unaffected by knockdown of either ETS1 or RUNX1 suggesting that HSC PU.1 is not involved in the activation process *in vitro* (Supplementary Fig. 4D). Interestingly, *Col3a1* and *Col5a2* expression was reduced upon ETS1 and RUNX1 knockdown, despite being unaffected by U0126. This could be explained by differences in the timing and efficiency of ETS1 repression as well as their specific promoter and enhancer compositions. Both *Col3a1* and *Col5a2* have promoter-proximal ETS1 motifs.

We have demonstrated that ETS1 and RUNX1 motifs are strongly enriched in promoters of the induced genes in cluster 6 and highly predictive of NASH-associated gene induction in HSCs. This together with the nuclear localization of ETS1 in activated HSCs of NASH livers and the attenuation of HSC activation by ETS1 and RUNX1 knockdown or MEK inhibition denotes a conserved MEK-ERK-ETS1-RUNX1 signaling axis promoting HSC transcriptional plasticity and activation in NASH.

## Discussion

We here show that Western diet and fructose feeding of C57BL/6J mice is a pathophysiologically relevant NASH model recapitulating characteristics of human disease while inducing profound transcriptional changes in HSCs. Specifically, we identify ETS1 and RUNX1 as probable transcriptional drivers of HSC activation in murine NASH. Despite etiological and histopathological differences between WD-fed and CCl_4_-treated mice, we find transcriptional programs underlying HSC activation and fibrogenesis being remarkably similar across disease models. As such, our results point to HSCs as source of hepatic myofibroblasts in NASH and to HSC activation as a point of convergence in the development of chronic liver disease of diverse etiologies.

ETS1 is a known transducer of growth factor and ERK signaling controlling genes involved in inflammation, proliferation, and ECM remodeling^24,52–55^ and has previously been detected in HSCs^55,56^. ETS1 is permissive of TGFβ signaling to Smad2/3-regulated genes in HaCaT keratinocytes, where 56% of Smad2/3-binding regions also contain ETS1 motifs^57^. A recent study further identifies ETS1 as a transcriptional amplifier releasing paused RNA polymerase II genome-wide in response to VEGF signaling in human umbilical vein endothelial cells^58^. As such, a central role for ETS1 in NASH-associated HSC plasticity would be consistent with the established importance of TGFβ signaling in HSC activation. By contrast, the ETS family member ERG counteracts endothelial TGFβ-SMAD3 signaling and protects against endothelial-to-mesenchymal transition and fibrosis in the mouse liver^59^. These reports demonstrate the intrinsic differences between ETS family members and highlight the cell type-specificity by which the ETS family transmits growth factor signals to the genome.

Cell type-specific responses to growth factors may hence reflect relative levels of ETS family members but also the activities of cooperating TFs. Other signal-dependent TFs could cell type-specifically interact with *transcriptional amplifiers* of the ETS family to induce context-specific gene programs. Indeed, whereas the broad induction of genes with ETS1 motifs in their promoters across models of HSC activation is consistent with ETS1 serving as transcriptional amplifier, the presence of both ETS1 and RUNX1 motifs is the better predictor of gene induction during HSC activation. In HSCs, part of the transcriptional response to growth factors may therefore be defined by ETS1 and RUNX1 co-occupancy at promoters controlling signature processes of HSC activation including *cell adhesion*, *cell motility* and *proliferation*. ETS1 has previously been shown to act cooperatively with RUNX1 through complex formation and mutual derepression^46,60,61^ and some studies even identified composite ETS1-RUNX1 binding sites. While the average spacing of ETS1 and RUNX1 motifs in our study of 77 bps would accommodate ETS1-RUNX1 interactions we do not find composite binding motifs in the analyzed promoters. Rather, the enriched ETS1 and ETS1-*like* motifs are canonical *in vivo* binding motifs of class-I ETS TFs^43^ and a role for RUNX1 in stabilizing higher-order TF complexes at proximal ETS1 binding sites can be envisioned. This would be in keeping with previous reports on RUNX1 and ETS TFs in hematopoiesis and T-cell specification^62–65^. Whether the reduction in *Ets1* expression after HSC activation seen here and elsewhere^56^ affects already activated genes, results in transient gene induction, or is required for full target gene activation as suggested in other settings^66^ is yet to be explored in the context of NASH.

While our current study finds strong correlation between promoter TF motifs and HSC gene induction in NASH, we presume that extensive reconfiguration of enhancer-promoter interactions contributes to the observed HSC transformation. The nature of these interactions should be explored further as should genome-wide interactions with other TFs including bZIP-TFs. Although promoter AP-1 motifs are overall less predictive of strong HSC gene induction than ETS1 and RUNX1 motifs, AP-1 may convey growth factor signals to NASH- and proliferation-associated genes in and beyond cluster 6 and together with ETS1 account for the full effects of MEK/ERK inhibition. ETS1 and RUNX1 do regulate a defined subset of genes induced upon HSC activation across models, but our data suggests that they also engage in gene regulatory networks beyond cluster 6. Such networks likely bring together both general and disease-specific regulators and help coordinate the transcriptional rewiring of HSCs over time. Functional interactions between transcriptional regulators and transcriptional cofactors in NASH will therefore be investigated in primary HSCs by chromatin immunoprecipitation-sequencing assays currently under development.

Our study demonstrates the advantage of cell type-resolved analyses by providing novel insights into HSC activation *in vivo*, which were missed even in comprehensive transcriptomic studies of whole tissue^33,35^. Routine cell type-resolved transcriptomic analysis of patient biopsies is currently not feasible, but reference gene expression signatures of individual hepatic cell populations during NASH progression would help deconvolve the composite expression profiles of complex patient specimens. This should give *richer* datasets more accurately reflecting disease stage and offering higher diagnostic and prognostic power. We utilized cellular retinoid content for HSC purification by density gradient centrifugation and flow cytometry^67^. This has the obvious limitation that retinoid-depleted HSCs and myofibroblasts were not recovered for gene expression profiling. Our current study hence offers novel insights into the plasticity of HSCs during NASH development but likely underestimates the shift in HSC gene expression in advanced NASH. Application of distinct models of HSC activation helped us separate common transcriptional events shaping the coordinated response to fibrogenic signals from experimental noise and artifacts. Nonetheless, actual differences in gene expression do exist between our models reflecting the differences in biology and experimental conditions. In particular, differences between *in vitro* and *in vivo* activation are captured in PC1 of our principal component analysis (Supplementary Fig. 2C) and align with previous studies of human^32^ or mouse^29^ HSCs activated *in vivo* and *in vitro*. As is the case in our study, differences are of both quantitative and qualitative nature.

In conclusion, our findings implicate HSC activation in the pathophysiology of a relevant animal model of human NASH and strongly support roles for ETS1 and RUNX1 TFs as drivers of HSC activation and plasticity. The conserved transcriptional response in HSCs to hepatic insult emerges as a point of convergence of upstream signaling events across etiologies. Cell type-resolved studies like ours may hence inform clinical interrogation of the transcriptional landscape promoting human myofibroblast formation in NASH and beyond and help refine diagnostics and risk stratification.

## Methods

### Animal experiments

Male C57BL/6JBomTac mice were housed under standard conditions, under a 12:12-hr light/dark cycle, with unrestricted access to food and drinking water (exceptions are outlined below). All animal experimentation was approved by the Danish Animal Experiment Inspectorate (approval #2015-15-0201-00550) and complied with the ARRIVE guidelines. To induce NASH/hepatic fibrosis mice were either fed with Western diet (WD) for up to 24 weeks or gavage treated with CCl_4_ up to 8 weeks. *WD experiments*: mice were fed WD (829100, SDS Research Diet) supplemented with fructose (42 g/L) in drinking water for 6, 12, 16, or 24 weeks. Control mice received standard chow diet (altromin #1324) and regular drinking water. WD feeding was initiated so that all mice were 30 weeks of age at the end of the experiment. *CCl*_4_ *treatment*: After over-night (o.n.) fasting, mice were given CCl_4_ (1 mL/kg; 289116, Sigma-Aldrich) diluted in corn oil at a 1:4 ratio twice weekly by oral gavage for 1, 4, or 8 weeks. Control mice received same amount of corn oil as the CCl_4_-treated mice and were fasted accordingly. Every second week, WD-fed mice were fasted o.n. (fructose water was substituted with normal drinking water), weighted, and fasting blood glucose was measured using the FreeStyle Freedom Lite apparatus (Abbott Diabetes Care Inc.). For gene expression analysis, three to four mice were used per condition. For immunohistochemistry and histopathology, two mice were used per condition.

### Hepatic Stellate Cell isolation

Primary hepatic stellate cells (HSCs) were isolated from male C57BL/6JBomTac mice essentially as described in^67^. In brief, mice were opened surgically under anaesthesia and livers were perfused through the inferior vena cava with Hanks Buffered Salt Solution (HBSS; 14175103, GIBCO) and 0.5 mM EGTA after the portal vein was cut and the upper IVC clamped. After 2 min, livers were perfused with a HBSS/Pronase (10165921001, Roche) solution for 8 min and then HBSS/Collagenase-B (11088831001, Roche) solution for 12 min. The digested livers were removed and minced in HBSS with pronase/collagenase/DNAse-I (10104159001, Roche) and passed through a 70-μm cell strainer. Liver cells were centrifuged and washed twice in Gey’s Balanced Salt Solution (GBSS) followed by density gradient-separation of HSCs using a GBSS/Histodenz (D2158, Sigma-Aldrich) solution. After centrifugation, HSCs located in the interface were collected and washed once in GBSS.

### Flow cytometry

After isolation, live HSCs were fluorescence-activated cell sorting (FACS) sorted for RNA sequencing and *in vitro* cell culture. HSCs were selected based on retinoid autofluorescence using the 407 nm laser for excitation and the 450/40 bandpass filter for detection (FACSAria III, BD Biosciences). Live cells were selected based on live/dead-stain with SYTOX™ Red Dead cell Stain (S34859, Thermo Scientific), which was detected with the 633 nm laser for excitation and the 660/20 bandpass filter.

### *In vitro* HSC culture

FACS-sorted HSCs were cultivated for 2 hrs (control), 12 hrs, 1, 4, 8, or 12 days in technical triplicates in Falcon 12-well Polystyrene culture plates (50000 cells/well) or 8-well uncoated chamber slides (20000 cells/well). HSCs were kept in Dulbecco’s Modified Eagle’s Medium (DMEM; #52-100-021, GIBCO) supplemented with 10% calf serum (B15-005, PAA), 100 U Penicillin, 100 µg/mL Streptomycin (#DE 17-602E, Lonza), and 1.25 µg/mL Amphotericin B (15290-018, Gibco). Control cells were kept in suspension in culture medium for 2 hrs before centrifugation and snap freezing. For MEK inhibition, U0126 (10 µM; #9903, Cell Signaling Technology) or DMSO was added to the medium from day 2 until harvest on day 6 post isolation. Fresh medium was added every two days.

### Transfection with siRNA

HSCs were purified from male wild type C57BL/6JBomTac mice and seeded in Falcon 12-well polystyrene culture plates with full medium (as above). 24 hours post isolation, the first HSCs were harvested for RNA extraction as described below. Medium on the remaining HSCs was changed to DMEM supplemented with 10% calf serum without antibiotics. 48 hours post isolation, HSCs were transfected with 2.5 pmol per 50000 HSCs of the individual siRNAs directed against ETS1 (SASI_Mm01_00158628; SASI_Mm01_00158629) or RUNX1 (SASI_Mm01_00306068; SASI_Mm01_00306069) (Sigma-Aldrich) using Dharmafect-1 (Dharmacon). Control cells were transfected with negative control siRNA oligos (SIC001, Sigma). After 12 hours, full medium with antibiotics was reintroduced and cells were kept in culture until day 6 post isolation before harvest and RNA extraction. Each transfection was carried out with 3–4 biological replicates.

### Immunofluorescence and confocal microscopy

Livers from CCl_4_-treated mice were fixed in PBS, 4% paraformaldehyde (PFA) (P6148, Sigma-Aldrich) for 4 hours, incubated o.n. in PBS/20% sucrose, and embedded in O.C.T. compound (SAKU4583, Sakura). *In vitro*-cultured cells were fixed on ice in chamber slides in PBS, 4% PFA for 10 min. Excess PFA was quenched by adding 50 mM NH_4_Cl for 5 min. Cryo sections (12 μm thickness) and fixed cells were permeabilized using 0.1% Triton-X-100 and blocked in PBS, 1% BSA (81066 N, Millipore), 1% normal Donkey serum (017-000-121, Jackson ImmunoResearch). For protein detection, sections and cells were incubated with FITC-conjugated anti-α-Smooth muscle actin (F3777, 1:500, Sigma-Aldrich) and DAPI (0.5 mg/ml, D9542, Sigma-Aldrich). Additionally, Cryo sections were probed with rabbit-anti-Ets1 (D8O8A, 1:1000, Cell Signaling Technology) or rabbit-anti-Desmin (RB-9014-P0, 1:100, Thermo Scientific) followed by secondary AlexaFluor647-labeled donkey-anti-rabbit IgG (711-605-152, 1:500, Jackson ImmunoResearch). Confocal microscopy was done on the Zeiss LSM510 Meta instrument using the LSM 4.2 acquisition software and image deconvolution was performed in Huygens Software v. 16.10.

### Immunohistochemistry (IHC), Hematoxylin-Eosin (HE) staining and Picrosirius Red staining

Livers from CCl_4_-treated and WD-fed mice were fixed in PBS, 4% PFA for 20 hours and embedded in paraffin. FFPE blocks were cut in 6 μm sections and deparaffinized before IHC, HE (HT110232 and MHS16, Sigma-Aldrich), or Picrosirius red staining (Department of Pathology, OUH, Denmark). For IHC, sections were incubated with Dual endogenous enzyme block (S2003, DAKO) followed by incubation in Citrate buffer, pH 6.0 (C9999, Sigma-Aldrich) at 60 °C. Sections were probed with rabbit-anti-α-SMA (ab150301, 1:200, Abcam) or rat-anti-F4/80 (Ab6640, 1:500, Abcam) followed by rabbit-anti-rat IgG (ab102248, 1:200, Abcam). For detection, all sections were incubated with EnVision-HRP coupled to goat-anti-rabbit IgG (K4003, Dako) and incubated with AEC + Substrate-Chromogen solution (K3461, Dako). Double immunostaining was performed as previously described^68^. After rehydration, sections were boiled in Tris-EGTA (pH 9.0) and incubated in PBS with 0.6% H_2_O_2_/50 mM NH_4_Cl. Sections were probed with rabbit anti-ETS1 (D8O8A mAb, #14069, 1:200, CST) followed by HRP-conjugated secondary antibody (P448, Dako). The DAB chromogen (Sigma, D5637) was used for detection. Thereafter, sections were re-boiled in Tris-EGTA and probed with rabbit anti-Desmin (ab15200, 1:200, Abcam) or rabbit anti-α-SMA (ab150301, 1:200, Abcam) followed by ImmPRESS Polymer HRP Reagent (MP-7451, Vector Lab.) and detection by VECTOR SG chromogen substrate (SK-4700, Vector Lab.). After antibody staining, a hematoxylin counterstain was performed. Slides were scanned using The NanoZoomer-2.0HT digital slide scanner (Hamamatsu).

We staged liver fibrosis according to the model developed for human NAFLD by Kleiner *et al*.: F0 is no fibrosis, F1A is mild perisinusoidal fibrosis in zone 3 only, F1B is moderate perisinusoidal fibrosis in zone 3 only, F1C is portal or periportal fibrosis only, F2 is perisinusoidal fibrosis in combination with portal or periportal fibrosis, F3 is bridging fibrosis and F4 is cirrhosis^4^. We also assessed liver histology according to the nonalcoholic fatty liver disease activity score (NAS-CRN) for steatosis (0–3). Lobular inflammation was assessed as described by Liang *et al*.^69^ for NAFLD mouse models, by counting the number of inflammatory foci per field of view (3.1 mm^2^).

### Coherent anti-strokes Raman scattering spectroscopy (CARS) and second harmonic generation (SHG) microscopy

Livers from WD-fed mice were excised and immediately frozen in OCT compound. Frozen sections were cut at 20 μm thickness and mounted with PBS. For detection of lipids, a Raman frequency at 2855 cm^–1^ for CH_2_ symmetric stretch vibration was applied (Leica TCS SP8 microscope). The wavelengths of the pump and stokes beams were 816.4 nm and 1064.6 nm, respectively. For SHG the excitation, wavelength was set to 816.4 nm in the investigation of fibrilar collagen.

### Isolation of RNA, qPCR, and RNA sequencing

Purified HSCs were sorted into RLT lysis buffer from RNeasy Mini Kit (74106, Qiagen) and total RNA extracted according to manufacturer’s instructions after standard phenol/chloroform extraction. *In vitro* cultured HSCs were harvested in Isol RNA Lysis Reagent (2302700, 5PRIME) and RNA extracted as above. Whole liver RNA from male C57BL/6JBomTac mice was extracted from pulverized snap-frozen livers. RNA concentrations were measured using a Qubit 3.0 Fluorometer (Invitrogen) and quality of the RNA was assessed on a Bioanalyzer 2100 (Agilent Technologies). For qPCR, 20 ng purified RNA was reverse transcribed using the iScript Select cDNA synthesis-kit (1708897, Biorad) and amplified using FastStart Essential DNA Green Master mix (6924204001, Roche) on a Lightcycler 480 II instrument (Roche). Primer sequences are shown in suppl. table T4. For RNA sequencing, purified RNA (3–4 biological replicates) was polyA-selected and subjected to fragmentation before cDNA synthesis. For library construction, we used the NEBNext Ultra RNA Library Prep Kit for Illumina and sequenced using the Illumina HiSeq. 1500 platform.

### RNA-seq data analysis

Star^70^ was used to align reads to the mm10 *Mus musculus* genome. EdgeR^71^ was used through the Homer^42^ pipeline for analysis of differential gene expression using default settings. The Cytoscape app. TiCoNE^41^ was used for time-course clustering of the 870 *common* genes by average RPKM values subjected to variance-stabilizing transformation and scaling. Expression profiles were clustered by Pearson’s correlation coefficients using PAMK clustering. The 10% least fitting genes and the smallest cluster from each experiment (6 and 15 genes, respectively) were removed *post-hoc*. We used Homer^42^ and default settings herein for motif-finding including motif-scoring by hypergeometric distribution and all confidently annotated mouse genes as background set. Weblogo^72^ was used for the generation of motif logos. Metacore (Clarivate Analytics) was used for gene ontology analyses using all expressed genes as background list. Data visualization and statistical analyses were performed in R. For differential gene expression, FDR <0.05 is regarded statistically significant unless stated otherwise. Gene expression datasets of human HSCs were retrieved from the GEO repository GSE68108^26^, GSE78853^27^, and GSE101343^73^ and mapped to the hg38 *Homo sapiens* genome.

### Data files

Raw and processed sequencing data files have been uploaded to the Gene Expression Omnibus (accession no. GSE116987) and EBI ArrayExpress repository (accession no. E-MTAB-7054).

### Statistical analysis

When comparing the weight and fasting blood glucose for WD- and control-fed mice, Tukey-adjusted one-way ANOVA was used to determine significance. p_adj_ <0.05 was regarded as significant difference. Weight data are shown as mean ± standard deviations (SD). For gene expression data, significant differences were calculated using one-way ANOVA (Tukey-adjusted for multiple testing) or the Mann-Whitney U-test/Wilcoxon Rank-sum test (Benjamini-Hochberg adjustment) as indicated.

## Supplementary information

Supplementary figures and tables

How the deposited data were processed for this re-analysis (not part of the article)

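The samples were 45 libraries of hepatic stellate cells in 13 groups. In WD, 16 libraries came from chow-fed mice and mice fed Western diet for 12, 16 or 24 weeks. In CCl_4_, 14 libraries came from vehicle-treated mice and mice treated for 1, 4 or 8 weeks. In IVT, 15 libraries came from cells kept for 2 hours in suspension (d0) or cultured for 1, 4, 8 or 12 days. Conditions and replicate letters were taken from the sample labels, and all value columns of the tables were used.

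The authors deposited raw read counts per gene, without normalization. They had aligned the reads to mm10 and counted exon reads with Homer on both strands, with at most 3 reads per position and 1 transcript per gene. Total counts per library ranged from 2318311 to 7576527. A count of 3 was taken as the floor, which was between 0.396 and 1.29 CPM. Reads are not independent molecules where they are copies of one fragment, so this limit covers counting error only.

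The tables list the same 23999 identifiers in the same order. Of these, 23659 matched the RefSeq gene table and 143 more matched the GENCODE table. The counts did not follow the genes that the identifiers name. Receptor, defensin and keratin-associated genes, which are mostly silent in liver cells, had a mean count below 1 in 34.2% of 1607 cases, against 32.4% of all genes. The count listed at Actb was between 0 and 2 in the IVT libraries, between 6 and 992 in WD and between 8 and 1383 in CCl_4_. The counts listed at B2m were between 0 and 1 in all experiments. The correlation of log2 transcript length with log2 mean count was 0.0019 across 23396 genes. Genes were therefore treated as unnamed. The command in the header of all 3 tables names the same source libraries, although the sample labels differ. Columns were therefore assigned by their titles, which match the sample labels. The line of a gene in the 3 tables was taken as the same gene, and the lowest rank correlation between any 2 groups was 0.857. Genes named in the paper, marker lists, gene ontology, promoter motifs, RPKM and the checks of gene length and GC content were not analysed here. The rule for genes to name (genes named in the paper, and the 5 highest and 5 lowest common genes by WD log2FC with groups that do not overlap) was therefore not applied.

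Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter, the quasi-likelihood test and Benjamini-Hochberg adjustment, with all groups of an experiment in one fit. A gene was called at an FDR of at most 0.05 and a mean log2CPM above 2 over the compared groups. Common genes were at least 4-fold changed with an FDR under 0.05 between any 2 time points, in the same direction in all 3 models. The difference between the WD and CCl_4_ effects was tested as a contrast over 8 groups. Medians per library were compared by exact permutation tests. Distances, k-means with 3 clusters and principal components used log2(CPM + 1). Common genes were clustered with PAM (cluster 2.1.8.1) on counts stabilized with DESeq2 1.42.0. Random seeds were fixed at 1. Python 3.11.15 was used for tables and figures.

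The count test and the clustering were tested on simulated data. With 200 changed genes among the tested genes, the test called 73.9% of the changed genes that passed the filter in WD, 81.7% in CCl_4_ and 93.4% in IVT. Of the called genes, 3.9%, 6.9% and 6.6% were unchanged genes. All other genes were simulated without a change, and each gene with the same spread in all groups. At the latest real time points, 44.7% (WD), 50.2% (CCl_4_) and 83.1% (IVT) of the genes above the expression threshold were called. The simulated rates need not hold with so many changed genes or with groups of unlike spread. In a simulated clustering of 400 genes, all 342 shared genes were recovered. That simulation had 4 clearly different profiles, asked for 4 clusters and removed no genes. The real clustering asked for 8 clusters, several of them with similar rising profiles. The simulation therefore does not show how well the real clusters were recovered.

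Replicate letters come from the sample labels and are shared between groups. They run from A to D or A to C in the mouse experiments and from A to C in IVT. In the mouse experiments, libraries were taken as different mice. For IVT, the paper describes the cultures as technical triplicates and the sequenced RNA as biological replicates. If the cultures were wells of one preparation, the tests in IVT describe wells and not mice. The alternatives tried were the edgeR exact test, DESeq2, library totals, DESeq2 size factors, no filter, other expression and fold thresholds, only the compared groups, the letter as a replicate block, other pseudocounts, gene sets and cluster settings, and leaving out replicates.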

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

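The choices of tests on the difference between the WD and CCl_4_ effects other than the swaps of treated and control libraries were made after the result was seen. The tests of the single libraries were chosen after those libraries had been seen to stand apart, and their outcomes were not known.

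The effects of WD at 24 weeks and of CCl_4_ at 8 weeks differed for 1276 of 14120 genes tested (edgeR's quasi-likelihood test, FDR at most 0.05 and mean log2CPM above 2), with the WD effect higher for 809 and lower for 467. Of the 64 splits that swapped treated and control libraries of the same letter, 14 gave as many genes, the real one included. Most of the larger ones swapped labels of WD libraries only, so that part of the main effect entered the difference. A test in which WD and CCl_4_ libraries were exchanged within the treated and within the control groups was added after this was seen. In it 6 of 100 draws gave as many genes, the real one included, and the highest gave 2750. The exchange lets the difference between control groups enter, and 83 of the 100 draws gave no genes. Neither kind of split settles whether chance groupings give as many. With library totals in place of TMM factors 1267 genes differed, and with all libraries thinned to the smallest total 1036, and 1181 (92.6%) and 951 (74.5%) of the 1276 genes were called again in the same direction. Neither scaling nor library size therefore accounts for most of them. Chow and vehicle libraries also differed in 1207 genes, 321 of them at least 2-fold. Whether the number reflects different biology of the models or the libraries of each experiment cannot be decided.

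The total count of replicate B at 12 weeks of WD was 2425443, far below the other 3 libraries of its group. With all libraries thinned to the smallest total, 15009 genes were detected in it, against 14818 to 15312 in the others. The library held fewer reads but not fewer genes at the same depth. No biological explanation was tested.

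The mean log2(CPM + 1) of genes induced in WD and CCl_4_ but not in vitro was 4.63 in replicate A after 4 weeks of CCl_4_, above 3.89 to 3.98 in the other 3. The gap to the nearest library was 0.878 of the range of the group. It was 0.873 with thinned counts and 0.873 with library totals only, so neither library size nor scaling accounts for it. RNA from other cells was not tested, and the pattern cannot be told apart from it. Of the 48 tests of this kind in the 6 groups of 4 libraries, 2 stood apart by Dixon's test, and chance gives about 1 in 20.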

How the results depend on the processing

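Apart from the 22 alternatives added later (genes significant in IVT, and each replicate letter left out for distances, components and clusters), all choices were made before the data were examined. Over 19 results and 234 alternatives, 183 values stayed within the spread between replicates or within 1.5 times a count, 50 moved further, and 1 changed direction. The cause of each change was not tested. Motif groups, named genes, marker scores, RPKM, correlations without marker genes and the exact test of the difference of effects were not run.

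Requiring at least 2-fold gave 856 repressed genes in WD, 1835 induced and 1314 repressed in CCl_4_, and 2713 and 2382 in IVT. Without each replicate in turn, WD gave from 1364 to 2594 repressed genes. With library totals in place of TMM, the induced share of called genes was 59.8% instead of 47.6% in CCl_4_ and 65.0% instead of 52.9% in IVT, and the median log2FC of all genes moved to 0.135 and 0.403. The higher number of repressed than of induced genes in CCl_4_ therefore depends on the scaling. With DESeq2, CCl_4_ gave 3312 and 3003. With at least 2-fold, the induced share was 72.2% instead of 59.1% in WD and 58.3% in CCl_4_. With the replicate block, 2752 and 2935 genes were called in CCl_4_, and 5225 and 4644 in IVT, where same-letter correlations were 0.098 and 0.031. The block gave 493 common genes and 1292 genes that differed between WD and CCl_4_.

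Common genes numbered 265 with mean log2CPM above 2 over all libraries and 287 with the latest time point only. The fold change correlation of WD and CCl_4_ was 0.84 over genes significant in WD, and that of WD and IVT was 0.357 over genes with log2CPM above 2 and 0.379 over genes significant in WD.

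The shifts of the median were 0.614 in WD, 0.421 in CCl_4_ and 0.322 in IVT without the filter, 0.37, 0.235 and 0.047 as the mean over genes, and 0.231 in CCl_4_ and 0.509 in IVT with library totals. With replicates left out they ranged from 0.206 to 0.288 in WD, from 0.075 to 0.133 in CCl_4_ and from 0.212 to 0.237 in IVT. Their direction did not change. The distance of WD at 24 weeks to CCl_4_ at 8 weeks was 120.4 with pseudocount 0.1, 25.2 with experiment means removed, 121.7 over all genes with log2CPM above 2, and 95.8 to 112.4 with replicate letters left out. CCl_4_ at 8 weeks was the nearest group outside WD in all of these. With k = 2, k-means put 7 libraries of these groups in one cluster, against 4 with k = 3. The PC2 shift of WD was 53.3 over genes with an FDR up to 0.01 in WD, and -60.6 with experiment means removed, where PC1 carried the common change. The sign of a component is arbitrary, and IVT moved the other way on that PC2.

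Shared induced genes numbered 43 with k = 9, 42 with log2(CPM + 1), 36 with no genes removed, 156 with average linkage, and 19 to 36 with replicate letters left out. With log2(CPM + 1) and with no genes removed, they include 0 of the 65 genes. They include 33 of them with k = 9 and 62 with average linkage. Shared repressed genes numbered 50 with k = 7, 79 with average linkage, and 9 to 53 with letters left out. The R2 was 0.596 with log2(CPM + 1), 0.625 with no genes removed, 0.57 with average linkage, and 0.221 to 0.646 with letters left out, each over the induced genes shared under that setting. Between 874 and 1558 genes differed between WD and CCl_4_ effects over its 21 alternatives.

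With all libraries thinned to the total of 2318311, the called genes fell from 5480 to 5242 in WD, from 6190 to 5871 in CCl_4_ and from 9928 to 9354 in IVT, so depth limits these counts little.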

Differences from the paper's values

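The paper gives 870 common genes, against 483 here. Of the alternatives set before the data were examined, omitting the filter on low counts gave 715 and counting either direction gave 621, which are within 1.5 times of the paper's value. The others gave from 265 to 538. For genes regulated at least 4-fold in IVT, the paper's value is about 8600 in Fig. 2C, read by eye, against 4401 here. Omitting the filter gave 6557, which is within 1.5 times of it, and the others gave from 2954 to 4638.

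The paper gives 360 genes shared over all cluster pairs, against 132 here. The alternatives gave from 78 to 236, and the highest, with average linkage, stayed more than 1.5 times below the paper's value. For the repressed pair, the paper gives 156 shared genes, against 31 here. None of the alternatives closed this gap, the highest being 79 with average linkage. The paper gives 90% of the WD cluster for this pair, against 43.7% here. This share was 86.8% with average linkage, 61.7% with k = 7 and 60.3% with log2(CPM + 1), all within 1.5 times of the paper's. It was also within that range, at 60.2% and 64.3%, without replicate A and without replicate B, which were added after the data were seen. It was outside that range, at 26.2% and 38%, without replicate C and without replicate D, added at the same point. The other settings gave from 41.2% to 45.1%. For the induced pair, the paper gives 142 shared genes, against 65 here, and average linkage gave 156, within 1.5 times. The other alternatives gave from 19 to 64.

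The paper gives an average correlation of 0.968 within the WD clusters, against 0.994 here, and no alternative was within the spread of the values with replicates left out. The lowest correlation of a cluster pair is about 0.90 in Fig. 2D, read by eye, against -0.224 here. The value was 0.376 with average linkage and 0.314 with no genes removed. It was -0.028 with k = 7, -0.22 with k = 9, -0.239 with log2(CPM + 1) and -0.234 with common genes from the exact test. With replicates A, B, C and D left out in turn, chosen after the data were seen, it was 0.83, -0.326, 0.638 and 0.634. The SD of these 4 values is 0.521, most of it due to the value without B. The values without A, C and D are within that SD of the paper's, which says little at such a spread.

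The paper's tree places IVT d8 and d12 with WD at 16 and 24 weeks and CCl_4_ at 8 weeks (Fig. 2B). Here IVT d12 lay at 182.7 from WD at 24 weeks, farther than chow at 160.6. One of the alternatives set before the data were examined removed the mean of each experiment. The distance of IVT d12 from WD at 24 weeks was then 53.2, and the activated groups of all models formed one branch. The same step moved chow and vehicle apart, from 27.7 to 87.4. Each mean comes mostly from treated or cultured libraries, so the step by itself draws activated groups together. The branch of activated groups therefore cannot be counted as a match to the paper's tree. The paper shows the clusters of WD and CCl_4_ as alike in every pair. Here 1 of 7 pairs correlated negatively, but 5 WD clusters and 4 CCl_4_ clusters rose, so pairing them one to one joins a rising with a falling cluster. This pair, and the correlation of -0.224 above, therefore reflect how many clusters rose in each model and are not read as a difference in the profiles of genes.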

Other observations

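The tests in this part were chosen after the results were seen, except for the splits of the libraries that part the same letters.

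Other splits of the same libraries were counted for each model. Of the 8 splits of the WD libraries at 24 weeks and chow that parted as many same-letter pairs, 1 gave as many genes, the real one, and the others gave none. Such a small number cannot go below a share of 0.05. Over all 35 splits, 1 did. For CCl_4_ at 8 weeks the numbers were 1 of 8 and 1 of 35, and the next highest split gave 2571 genes. That split labelled only vehicle libraries as treated and set all CCl_4_ libraries with the remaining vehicle library. It was thus mostly the real comparison reversed, as were the other splits with any genes. Of the 35 splits, 30 gave none. For IVT d12 the numbers were 1 of 4 and 1 of 10, again too few to go below that share. For the common genes, 1 of 30 sets of labels, the real one, gave as many, and the others gave 0.

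The counts listed at identifiers did not follow the genes named by them. Families that are mostly silent in liver cells had a mean count below 1 in 34.23% of cases, within the range of random lists (30.18% to 34.54%), which is what identifiers displaced against the counts would give. A sort or a shift of the identifiers as a block was tried over 16 orders and 23999 shifts each. The largest correlation of family and low count was 0.02847, and 200 shuffled sets reached up to 0.03346. The names are not at fault, since both references gave the same symbol to 97.9% of identifiers. The tables do not differ in order, since the lowest rank correlation between any 2 groups was 0.8569. In male mice, the counts at Xist were 94 or more in all WD libraries, and those at Ddx3y were 7 or fewer. The cause was not found.

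The WD and CCl_4_ profiles of common genes were also compared with those of other genes, since a profile has 4 points. Against another induced gene the median correlation was 0.918, against 0.932 for the same gene, and 3 of 1000 shuffles were as high. For repressed genes the values were 0.923 and 0.931, and 86 of 1000 shuffles were as high, so the similarity of repressed profiles cannot be told apart from that of any gene falling over few time points.

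IVT d12 lay farther from WD at 24 weeks than chow did. With experiment means removed it lay closer, at 53.2. This step also removes a real difference of culture, and by itself draws the activated groups together. The pattern therefore cannot be told apart from a difference between the experiments.

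Within the WD-fed groups, libraries with higher expression of the genes induced in all 3 models also had higher expression of the genes induced in vivo and not in vitro. The correlation of the deviations from the group means was 0.98 (rho 0.979, permutation p = 0.00047, adjusted over 12 relations 0.00564, n = 12), and 0.969 without the 2 libraries farthest out. At 16 and 24 weeks replicates A and B were below C and D on both. At 12 weeks the order was the other way, with 3.93 and 3.72 in A and B and 3.41 and 3.57 in C and D for the genes induced in all 3 models. The separation carries much of the relation, and no correlation was computed within its sides. At 16 and 24 weeks, the higher of A and B on the first set was also the higher on the second, and likewise for C and D. At 12 weeks this held for C and D. It did not hold for A and B, with 3.93 and 3.72 on the first set and 3.59 and 3.64 on the second. So few pairs do not settle whether the relation holds without the separation. The permutation above treats libraries with the same letter as unlinked. With the letters at 16 and 24 weeks permuted together, the exact permutation p was 0.00347, where 0.00174 is the smallest possible. With the means of the letters removed as well, the correlation was 0.984. That step does not remove a batch shared only by the letters at 16 and 24 weeks, so the pattern cannot be told apart from such a batch. In CCl_4_ the correlation was 0.904 (rho 0.77, permutation p = 0.00905, adjusted 0.0543, n = 10) and 0.691 without 2 libraries, which did not pass the adjustment. The WD correlation was 0.98 with thinned counts and 0.984 with library totals only. Over 1000 random lists drawn from the other genes, the median was -0.678 and the highest value was -0.000147. Both sets were chosen as induced in these same libraries, and the random lists were not so chosen. The comparison therefore shows only that genes in general do not share the WD correlation. Genes induced only in WD followed less closely (0.405, permutation p = 0.133), which leaves open one factor for all genes induced by WD. Cells of another type in the sorted fraction were not tested, and the pattern cannot be told apart from them.

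Libraries cultured for 4 and 8 days differed little more than sampling of reads gives, with chi-squared per degree of freedom of 1.15 to 1.27 and 1.08 to 1.18. The values were 1.58 to 1.98 on d1 and 1.3 to 1.67 on d12, but 4.52 to 15.45 on d0, the control of that experiment. In mice they were 5.41 to 9.42 for chow and 5.48 to 71.18 for WD at 24 weeks. Whether the cultures were wells of one preparation is left open.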
